A study of Mus with 3 samples. Its data were reported in "The Nuclear Receptor NR1B1/RARα Arrests the Differentiation of Anti‐Tumor Effector Cytotoxic T Cells" (2025).

How the data were processed

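Tumors of the MC38 mouse colon cancer line were taken on day 16 from WT mice, from RARα-KO mice, in which a Cre under the distal Lck promoter deletes a part of Rara in T cells, and from RARα-TG mice, which express Rara under the CD2 promoter. Per the labels, 30000 CD45.2+ CD3+ T cells and 10000 total cells were sorted for each genotype. Cells of each genotype carried an antibody hashtag (C0301 for WT, C0302 for RARα-KO and C0303 for RARα-TG), and all cells were pooled into 1 library of the 10x Genomics 5′ kit with amplification of the T cell receptor (TCR). The labels also describe the tissue as spleen and the cells as activated naive CD8 T cells, which does not match the tumor protocol given in the same labels and in the methods of the study; the protocol was followed here. The number of mice behind each genotype was not given in the sources used here. Each genotype was therefore treated as 1 sample. Which of the control strains named by the study gave the WT tumor was not given there either.

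The authors aligned the reads to mm10 with Cell Ranger and deposited UMI counts per gene and barcode, not normalized, for all barcodes, together with the UMI counts of the 3 hashtags and a table of TCR contigs with the clonotype number, V gene and CDR3 of each contig. The study gives the Cell Ranger version as 6.1.0, and the header of the deposited matrix names another major version, so the version behind the counts is open. The matrix held 32285 genes, 3 hashtags and 730308 barcodes with 46394322 gene UMIs.

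The deposited counts held all barcodes, so cells were called again with the steps of Cell Ranger, written anew in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). The first step, with 3000 expected cells, gave 2433 barcodes, and a test of 3167 barcodes with 500 or more UMIs against the profile of the barcodes at ranks 45000 to 90000, at a false discovery rate of 0.01 and with 1000 simulations, added 3152. The 5585 cells held 96.4% of the gene UMIs. In simulated data, 1 of 200 empty barcodes and 183 of 200 mixed cells were called. Genotypes were assigned with HTODemux of Seurat 5.3.0 in R 4.3.3 at the 0.99 quantile, which gave 4928 singlets, 425 doublets and 232 cells without a hashtag. In simulated hashtag counts, whose signal was set near the top of the real counts, 99.6% of singlets got their own hashtag. This simulation was easier than the data, so it does not give the accuracy of the real calls. Doublets between genotypes were removed. From their number, 248 doublets within genotypes, or 5.04% of the singlets, were estimated to remain. Scrublet called 2 of 5600 barcodes doublets, so that caller had not worked and its calls were not used. No filter on the mitochondrial share was set, as the study states none.

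Cells were clustered with scanpy 1.11.5 (Leiden at resolution 1 on 30 principal components). A cluster was a T cell cluster if over 50% of its barcodes had a clonotype in the deposited table. This rule was set after the clusters had been seen, since 5 of the T cell clusters had no T cell marker among their 10 leading genes. Cluster 1, which is led by Gzmf, Gzmd and Gzme, had 1 NK cell marker (Klre1) and no T cell marker among its 10 leading genes, although 87.8% of its barcodes had a clonotype; the main results and the single CTL genes were computed without it and also with T cells defined by their TCR alone. Other clusters were named MC38 or stromal, myeloid or dendritic from markers fixed beforehand, and cluster 8, with a median mitochondrial share of 14.4%, stayed unnamed. A CTL was a cell of a T cell cluster with 1 or more Cd8a UMIs and no Cd4 UMI. A CD4 T cell had 1 or more Cd4 UMIs and neither Cd8a nor Cd8b1 UMIs. Clonotypes were counted within a genotype over T cells with a TCR.

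UMIs were summed over the CTLs of a genotype and divided by all gene UMIs of these cells (CPM). Ratios between genotypes are log2 ratios of CPM. With 1 sample per genotype there was no test, and no p-value was computed. Sums of UMIs have exact Poisson 95% intervals, shares of cells have exact Clopper-Pearson 95% intervals, and ratios have exact intervals from the binomial distribution of the UMIs between both genotypes. All intervals cover counting error only, and neither the variation between mice nor that between tumors. A count of 0 was set to a floor of 3 UMIs in a ratio, and no ratio was given where both genotypes were at or under it or where the floor gave no bound. The intervals of list medians come from 400 Poisson draws. A list's median was placed among 10000 random lists matched on mean expression in 20 bins, drawn from genes with 0.1 or more UMIs per cell in at least 1 genotype. In simulated counts for 2833 genes, of which 200 were changed 4-fold, 94.5% of the intervals for RARα-KO against WT and 95.4% of those for RARα-TG against WT held the simulated ratio.

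The lists were fixed before the data were examined. The study effector list, study lymphoid list, trafficking list and exhaustion list hold genes that the study names for CTLs. The study names nearly all of them from these cells, so the lists are not independent evidence. Nt5e, in the study lymphoid list, is an exception, since the study names it as induced by retinoic acid in cultured CTLs. The grouping and name of the study lymphoid list were made here. Itgae and Ccr7 are in both the study lymphoid list and the trafficking list. The values of 1 gene that counts in list medians are not reported here. The second effector list, second naive list, cell cycle list, immediate early and dissociation list and second macrophage list were set up for this work. The first macrophage list joins Nos2, Cd274, H2-Q4, Prdx1, Rnf128 and Cd36, which the study names as raised in myeloid cells of RARα-KO in these data and which are not independent evidence, with genes added here. Besides their members, Rara and cell markers, the genes named in the text are the 5 with the highest and the 5 with the lowest CPM ratio in CTLs for each comparison, among genes with 0.1 or more UMIs per cell in either genotype and 30 or more UMIs in all, without TCR and immunoglobulin segments. The 5 genes compared in myeloid cells were picked by eye from the 10 of RARα-KO after their values in CTLs, and before those in myeloid cells, had been seen. Other genes singled out outside CTLs were chosen after their values were seen. Coordinates are those of GRCm38.p6, the assembly of mm10, matched by symbol for 26331 of 32285 genes.

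The alternatives changed 1 choice at a time: barcodes with 500 or 1000 UMIs as cells, a mitochondrial limit of 10%, other hashtag rules (a ratio of 3 to the next hashtag, or the 0.999 quantile), a CTL gate with Cd8b1, thinning to 1000 UMIs, Leiden at resolution 0.5, other scalings, subtraction of free RNA, a gene filter of 0.02 UMIs per cell, clonotypes by the TRB CDR3, clonotypes of more than 10 cells, drawing down to the smallest genotype (means of 1000 draws), and CTLs only. Removal of the highest Scrublet scores, equal weight for each clonotype, T cells by TCR alone and removal of cluster 1 were added after seeing the data.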

Results

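Single-cell RNA and TCR sequencing was used to ask how the level of RARα in T cells changes the T cells that infiltrate MC38 tumors. The data are 1 pooled library with 1 sample for each of 3 genotypes, so no value below has a replicate. The 5585 cells had a median of 4823 UMIs and 1829 genes. By their hashtags, 1927 cells came from the WT tumor, 2107 from the RARα-KO tumor and 894 from the RARα-TG tumor. Gene UMIs summed to 17766060 in WT, 16284058 in RARα-KO and 3999888 in RARα-TG cells, so values of RARα-TG cells rest on the fewest counts. In 106 clonotypes of 5 or more cells, 3 of 1760 cells carried another hashtag than most cells of their clonotype (0.170%, Clopper-Pearson 95% interval 0.0352% to 0.497%).

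Rara (ENSMUSG00000037992, chromosome 11, 98927800 to 98974942) was examined first as a check of the genotypes. T cells had 87.3 CPM of Rara in WT (695 UMIs, Poisson 95% interval 80.9 to 94.0), 80.2 CPM in RARα-KO (845 UMIs, 74.9 to 85.8) and 249.5 CPM in RARα-TG (802 UMIs, 232.5 to 267.4). The log2 ratio to WT was 1.52 in RARα-TG (1.37 to 1.66), and it was 1.32 when each cell was thinned to 1000 UMIs. In RARα-KO it was -0.12 (-0.27 to 0.03), a difference that was not detectable at this depth. Its interval excluded 0 without cluster 1 (-0.24, -0.40 to -0.081) and with CPM without mitochondrial, ribosomal and receptor genes (-0.15, -0.30 to -0.0067). The library was made with a 5′ kit, and the positions of the reads along Rara were not examined. Whether they cover the deleted inner exon is therefore open, and these counts do not check the RARα-KO label. The study explains the Rara RNA left in RARα-KO T cells by a transcript without the deleted exon. By flow cytometry, it reports lower RARα protein in RARα-KO CTLs in tumors of another line.

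The kinds of cells in the tumors were compared next. The share of T cells was set by the sort. Among the named cells that were not T cells, myeloid cells made up 20.7% in WT (87 of 421, 16.9% to 24.9%), 48.8% in RARα-KO (163 of 334, 43.3% to 54.3%) and 52.3% in RARα-TG (45 of 86, 41.3% to 63.2%). MC38 or stromal cells made up 67.7%, 40.1% and 26.7% in the same order. These shares leave out cells without a hashtag, of which 143 were MC38 or stromal cells.

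CTLs and CD4 T cells were then counted among T cells that passed either gate. CTLs were 79.6% of gated T cells in WT (841 of 1057, 77.0% to 82.0%), 82.8% in RARα-KO (1178 of 1423, 80.7% to 84.7%) and 30.1% in RARα-TG (113 of 375, 25.5% to 35.1%). The share in RARα-TG lay below both others beyond counting error, and the intervals of WT and RARα-KO overlapped. With Cd8b1 added to the gate, the alternative that raised the RARα-TG share most, it was 38.8%. Without cluster 1 the WT share was 70.4%, below that of RARα-KO. T cells in neither gate were 27.1% of all T cells in WT, 17.4% in RARα-KO and 52.5% in RARα-TG, and their median depth was 2947, 3014 and 2859.5 UMIs. Cd8a UMIs were also seen in 2.30% of WT, 9.82% of RARα-KO and 2.22% of RARα-TG myeloid cells, at median depths of 5970, 5162 and 5235 UMIs, against 58.7%, 69.5% and 14.8% of T cells at 4439, 4916 and 3364 UMIs.

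Among CD4 T cells, 55.6% had a Foxp3 UMI in WT (120 of 216, 48.7% to 62.3%), 32.2% in RARα-KO (79 of 245, 26.4% to 38.5%) and 57.3% in RARα-TG (150 of 262, 51.0% to 63.3%). Foxp3 stood at 371 CPM in CD4 T cells of WT (335 to 410.2), 227 CPM in those of RARα-KO (203 to 254) and 341 CPM in those of RARα-TG (309 to 376). The RARα-KO share was below both others, and this share did not separate WT from RARα-TG. Their CD4 T cells were spread differently over clusters 3 and 15, which both have Foxp3 among their raised markers. Cluster 15 held 43.9% of CD4 T cells for RARα-TG, 2.78% for WT and 0 of 245 for RARα-KO. Cluster 3 held 22.1%, 59.3% and 34.7% in the same order. Over all T cells, gated or not, 44.0% had a Foxp3 UMI for RARα-TG, 17.0% for WT and 8.19% for RARα-KO. That share also depends on the number of CTLs. After thinning to 1000 UMIs, the shares of CD4 T cells with a Foxp3 UMI were 26.8%, 16.8% and 28.2%. The interval of RARα-KO then overlapped with those of WT and RARα-TG. Over cells of all kinds, thinning left out 73 WT, 56 RARα-KO and 31 RARα-TG cells. Of the CD4 T cells gated before thinning, 215 of 216 in WT, 245 of 245 in RARα-KO and 262 of 262 in RARα-TG were kept. In MC38 or stromal cells, which should lack Foxp3, 2.81% of WT, 3.73% of RARα-KO and 13.0% (3 of 23) of RARα-TG cells had a UMI at median depths of 28932, 30441 and 16709 UMIs.

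**Figure D1:**
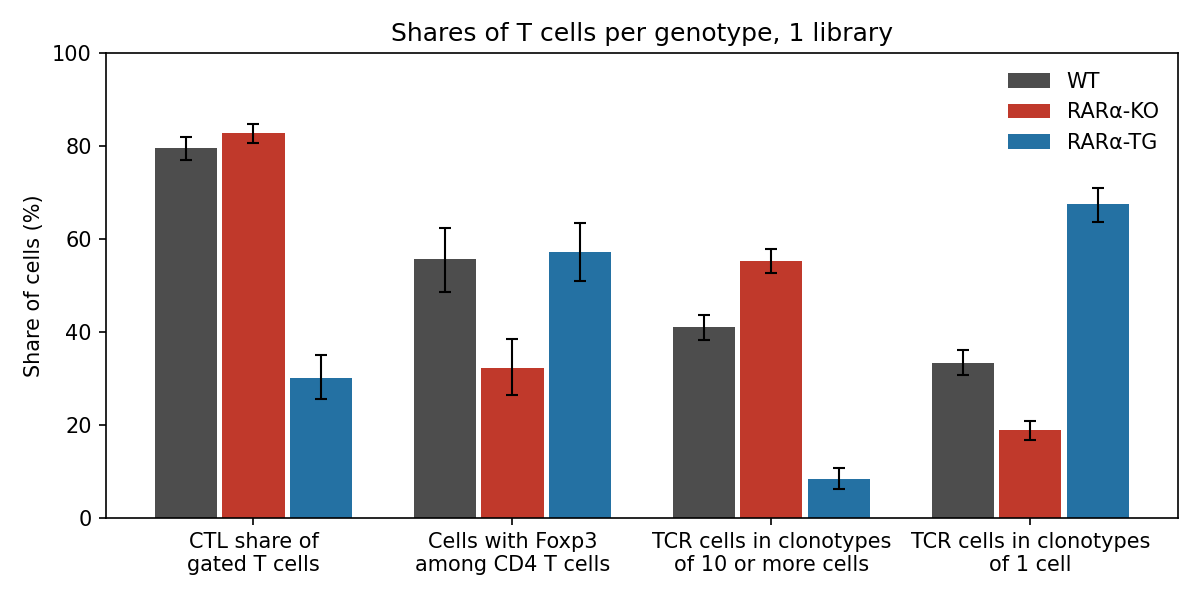
The bars give shares of T cells in percent for WT, RARα-KO and RARα-TG, and the error bars are exact binomial 95% intervals for counting error in 1 library. RARα-TG has the lowest CTL share (30.1%), the lowest share in clonotypes of 10 or more cells (8.22%) and the highest share in clonotypes of 1 cell (67.4%).

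TCR sequences were used to ask how far the T cells had expanded. A clonotype is a group of cells with the same receptor. Clonotypes of 10 or more cells held 40.9% of TCR cells in WT (528 of 1290, 38.2% to 43.7%), 55.3% in RARα-KO (793 of 1434, 52.7% to 57.9%) and 8.22% in RARα-TG (54 of 657, 6.23% to 10.6%). Clonotypes of 1 cell held 33.3% (30.8% to 36.0%), 18.8% (16.8% to 20.9%) and 67.4% (63.7% to 71.0%). The intervals of the 3 genotypes lay apart in both measures. They treat cells as independent draws, although all cells of a clonotype enter or leave the larger class together. Only 21 clonotypes of WT, 27 of RARα-KO and 3 of RARα-TG had 10 or more cells, so the intervals understate the spread of this measure. Drawn down to 657 cells, WT had 30.1% of its cells in clonotypes of 10 or more and RARα-KO had 41.5%. Without cluster 1, WT had 27.1%. Clonotypes of 50 or more cells held 10.7% of WT and 25.2% of RARα-KO cells and 0 of 657 RARα-TG cells (upper limit 0.560%).

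Among CTLs alone, 59.2% of WT (467 of 789), 67.4% of RARα-KO (653 of 969) and 0 of 94 RARα-TG cells (upper limit 3.85%) were in clonotypes of 10 or more. Drawn down to 94 CTLs, the mean was 4.68% in WT (95% of draws between 0% and 22.3%) and 13.5% in RARα-KO (0% to 29.8%), so the absence of such clonotypes in RARα-TG CTLs was within what 94 cells can show. The share in clonotypes of 1 cell was 88.3% in RARα-TG CTLs (80.0% to 94.0%), above the 35.7% of WT (25.5% to 45.7% of draws) and the 30.1% of RARα-KO (21.3% to 39.4%) after drawing down. Among CD4 T cells, clonotypes of 10 or more held 7.25%, 10.0% and 11.7% in WT, RARα-KO and RARα-TG, with overlapping intervals. These shares rest on 1, 2 and 2 clonotypes. Clonotypes of 1 cell held 63.2% of CD4 T cells in WT (56.0% to 70.0%), 47.0% in RARα-KO (40.4% to 53.6%) and 66.5% in RARα-TG (60.2% to 72.5%), so RARα-KO lay below both others. Drawn down to 193 cells, the RARα-KO mean was 49.5% (45.6% to 53.4% of draws).

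Genes were compared in CTLs, of which 841 WT, 1178 RARα-KO and 113 RARα-TG cells gave 5609569, 8109772 and 602657 UMIs. Cluster 1 held the most CTLs of WT (39.1%), cluster 16 those of RARα-KO (38.7%) and cluster 7 those of RARα-TG (48.7%). For RARα-KO against WT, the study effector list had a median log2 ratio of 1.59 (1.48 to 1.72), and all 13 genes were higher. For RARα-TG against WT its median was -1.03 (-1.45 to -0.73), with 10 genes lower and 3 higher. Its percentile among random lists was 100 and 0. With T cells defined by their TCR, the RARα-KO median was 1.18. Ccl3 (chromosome 11, 83647843 to 83649378) stood at 58.8 CPM in WT, 565 CPM in RARα-KO and 3.32 CPM in RARα-TG, the last from 2 UMIs. Ifng stood at 116 CPM in WT, 395 CPM in RARα-KO and 31.5 CPM in RARα-TG, and Gzmb at 2880, 6420 and 1532 CPM. Batf had a log2 ratio of 0.50 (0.36 to 0.64) in RARα-KO and -1.15 (-1.74 to -0.62) in RARα-TG. Ccl5, Fos and Eomes were the 3 genes of the list that were higher in RARα-TG, with log2 ratios of 0.73, 1.29 and 1.09; the value of Fos was -0.83 with T cells defined by their TCR, and that of Eomes was -0.097 after thinning. In CD4 T cells of RARα-KO, Ccl3, Ccl4 and Ccl5 were lower than in WT (-1.23, -0.82 and -0.43).

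The study lymphoid list had a median of -1.10 (-1.19 to -0.75) in RARα-KO and 1.99 (1.76 to 2.18) in RARα-TG, at percentiles of 0 and 100. Tcf7 stood at 39.2 CPM in WT, 30.2 CPM in RARα-KO and 171 CPM in RARα-TG. Klf3 was the gene higher in RARα-KO (0.73), and Ccr7 the gene lower in RARα-TG (-1.22). With each clonotype weighted equally, the medians were -0.47 in RARα-KO and 1.09 in RARα-TG, and Klf3 was at -0.095 and Itgae at 0.0051 in RARα-KO.

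**Figure D2:**
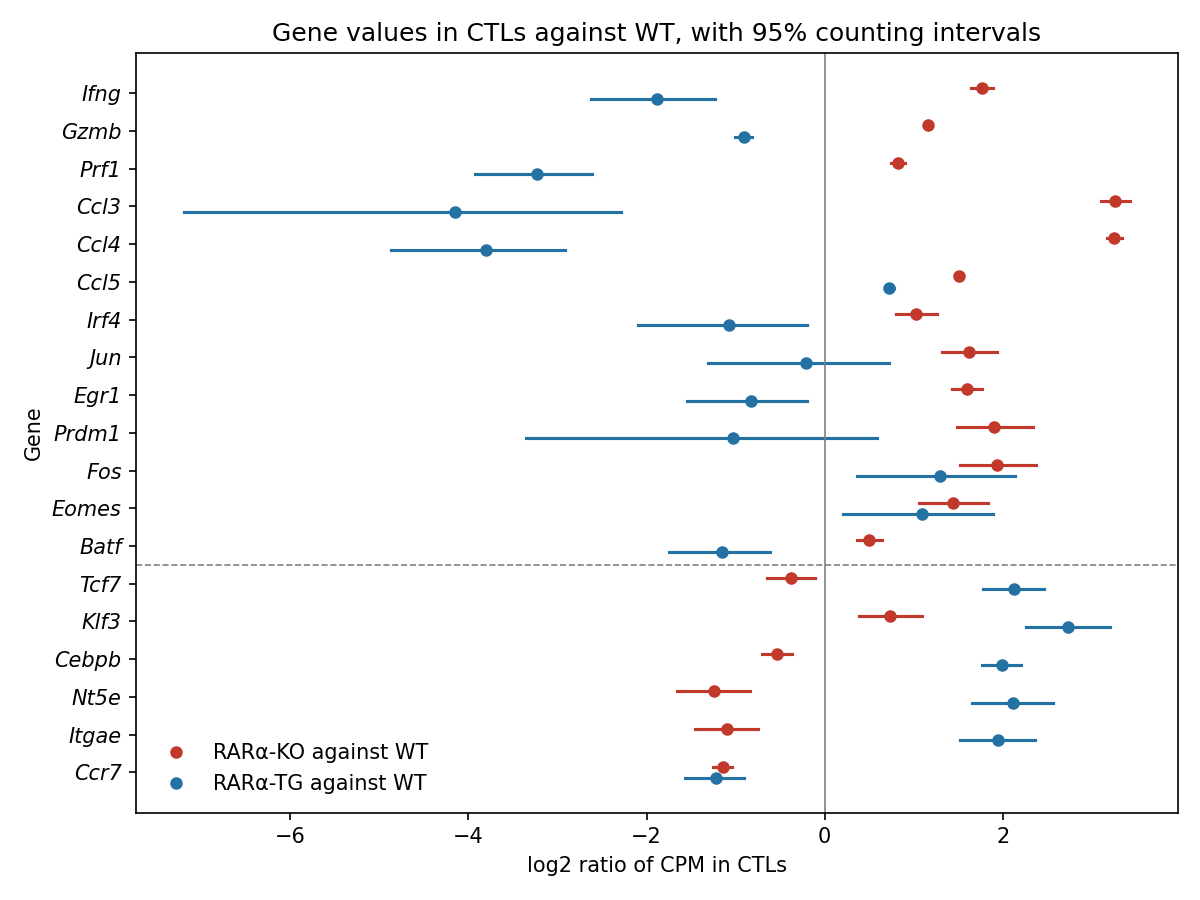
Points give log2 ratios of CPM in CTLs of RARα-KO and RARα-TG against WT for the study effector list (above the dashed line) and for 6 genes of the study lymphoid list (below it), and lines are 95% counting intervals. All 13 effector genes lie above 0 in RARα-KO, and Ccr7 is the lymphoid gene below 0 in RARα-TG.

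The other lists were compared in the same way. The second effector list had a median of 0.09 (0.05 to 0.16, percentile 96.3) in RARα-KO, with 10 genes higher and 8 lower, and -0.66 (-0.72 to -0.55, percentile 0) in RARα-TG. The second naive list had a median of -0.11 (-0.20 to 0.01, percentile 2.85) in RARα-KO and 0.41 (0.13 to 0.66, percentile 99.2) in RARα-TG; the latter became -0.20 with each clonotype weighted equally. The trafficking list was at -1.10 (-1.21 to -0.76, percentile 0) in RARα-KO, where equal weights gave 0.0051. In RARα-TG it was at 0.49 (0.13 to 0.82, percentile 98.3). Itgae is the middle gene of this list and of the study lymphoid list in RARα-KO, and Ccr2 that of this list in RARα-TG. The list joins receptors that the study reports as higher in effector CTLs of RARα-KO with others reported as lower. Its median therefore has no single direction. In RARα-TG 5 genes were higher, among them Cxcr3 (0.78), and 2 were lower, Ccr7 (-1.22) and Ccr8 (-1.69). For these named genes the study reports the opposite in effector clusters of RARα-TG, while Itgae, which was higher, goes with its report. The exhaustion list was at 0.08 (-0.05 to 0.20, percentile 74.9) in RARα-KO, where its mean was -0.15, and at -1.49 (-1.85 to -1.36, percentile 0) in RARα-TG. The cell cycle list was at -0.06 (-0.11 to 0.11, percentile 22.2) in RARα-KO, where its mean was 0.048, and -0.34 (-0.57 to 0.01, percentile 2.19) in RARα-TG, where thinning gave 0.72 (0.32 to 1.06). The immediate early and dissociation list was at 0.71 (0.48 to 0.78, percentile 100) in RARα-KO and 0.20 (0.09 to 0.41, percentile 97.1) in RARα-TG; the latter was -0.39 with T cells defined by their TCR. Jun, Fos and Egr1 are in this list and in the study effector list.

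By the rule of size, the genes with the highest ratios in RARα-KO CTLs were Gm43305, Gm42031, AA465934, Gm46620 and Hspb1, and those with the lowest were Trim12a, Penk, Csf2, Ccdc184 and Rpl29. Gm43305 (ENSMUSG00000105703, chromosome 14, 54292441 to 54297488) had 875 UMIs in RARα-KO and 1 UMI in WT (log2 ratio 9.24, 6.76 to 14.5). Rpl29 (ENSMUSG00000048758, chromosome 9, 106428889 to 106431568) fell from 3178 CPM in WT to 322 CPM in RARα-KO (-3.30, -3.36 to -3.24) and stood at 3075 CPM in RARα-TG. Trim12a (ENSMUSG00000066258, chromosome 7, 104299893 to 104315558) had 152 UMIs in WT and 0 in RARα-KO, a log2 ratio of -6.19 or lower against the floor. Rpl29, Trim12a, Gm43305, Gm42031 and AA465934 also differed between RARα-KO and WT in myeloid cells, on the same side as in CTLs. Gm43305 reached 19.6% of its RARα-KO CTL level there (12.1% to 29.9%), where the T cell gene Trbc2 reached 12.5%. In RARα-TG CTLs the highest ratios were those of Tmem176a, Tyrobp, Car2, Tmem176b and Igsf23, and the lowest those of Gzmd, Gzme, Il1r2, Gm36723 and Serpine2. Tyrobp had 103 UMIs in RARα-TG and 42 in WT (4.51, 3.98 to 5.07), and after thinning its value was -0.25. Gzmd had 2 UMIs in RARα-TG and 2401 in WT (-7.01, -10.1 to -5.16).

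The study also asked whether myeloid cells differed. Macrophages, the cells of cluster 9, numbered 77 in WT, 126 in RARα-KO and 35 in RARα-TG. The first macrophage list had a median log2 ratio of 1.18 (0.97 to 1.48) in RARα-KO, with 6 of 9 genes higher, and -1.63 (-2.48 to -1.25) in RARα-TG. The genes higher in RARα-KO were Nos2, Cd274, H2-Q4, Prdx1, Rnf128 and Cd36. All of them are genes that the study names as raised in these cells, so the median in RARα-KO is not independent evidence. Of the 4 genes added here, Cxcl9, Cxcl10 and Cd86 had lower CPM in RARα-KO than in WT, and Il12b had 0 UMIs in all 3 genotypes. The second macrophage list was at -0.53 (-1.08 to -0.16) in RARα-KO and 0.93 (0.70 to 1.73) in RARα-TG. Nos2 stood at 121.5 CPM in WT, 376 CPM in RARα-KO and 4.06 CPM in RARα-TG, while Cxcl10 fell from 1907 CPM in WT to 536 CPM in RARα-KO.

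**Figure D3:**
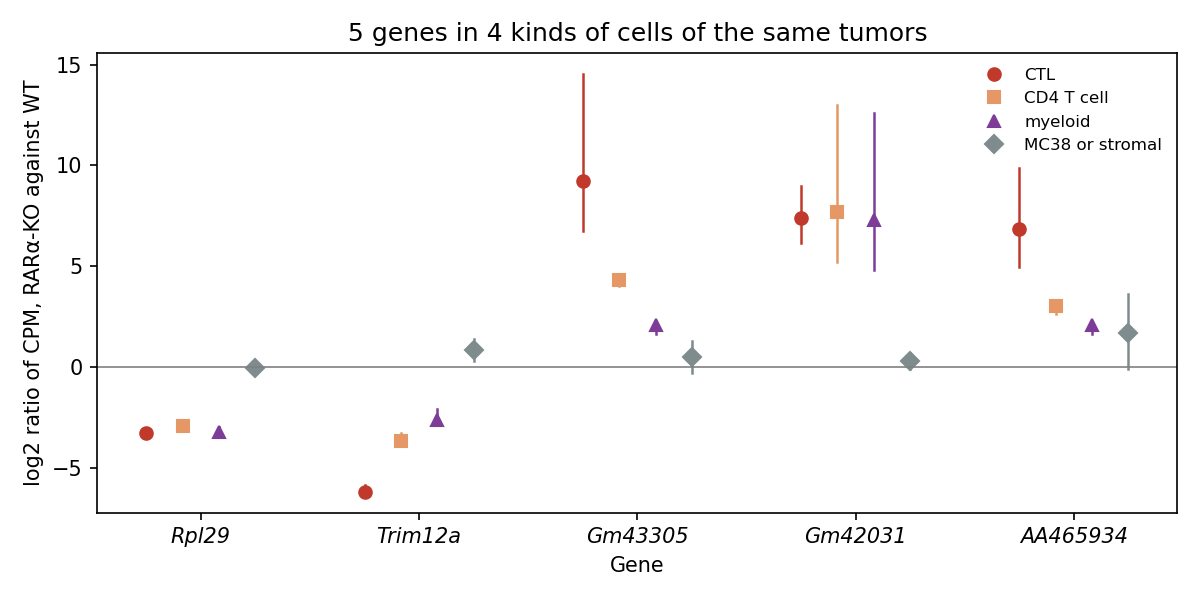
Points give log2 ratios of CPM in RARα-KO against WT for 5 genes in CTLs, CD4 T cells, myeloid cells and MC38 or stromal cells, and lines are 95% counting intervals, ending at the point where a genotype had 0 UMIs, since the point is then a bound from the floor of 3 UMIs. Rpl29 lies at -3.30 in CTLs and at -3.22 in myeloid cells, and at -0.08 in MC38 or stromal cells.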

Values the study reported

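The study reported 6860 captured cells with a median of 2284 UMIs per cell. It analysed 845 WT, 1189 RARα-KO and 113 RARα-TG CTLs. For T cells in clonotypes with a frequency above 10, it gave about 40% (WT), 55% (RARα-KO) and 6% (RARα-TG), and for those with a clonotype of their own about 35%, 17% and 70%.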

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

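All tests of explanations in this part were chosen after the results had been seen.

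TRBV16 was used by 32.3% of the CTL clonotypes of RARα-KO (53 of 164, 25.2% to 40.1%) and by 12.8% of those of WT (24 of 187, 8.40% to 18.5%). In RARα-TG it was 2.27% (2 of 88, 0.276% to 7.97%), below the WT interval, so the share of clonotypes differed between all 3 samples. Counted over distinct CDR3 sequences of the beta chain, RARα-TG had 2.38% (0.290% to 8.34%) and WT 11.4% (6.99% to 17.2%). These intervals overlapped, so the difference between RARα-TG and WT depends on the count. The share in RARα-KO was marked because the V genes of the receptors enter no comparison of the report and the value lies above that of WT. Counted over cells, the shares were 58.7% and 10.3%. A bias of the library towards this V gene is argued against by the pooling, since it would act on the cells of all genotypes alike. In the CD4 T cells of the same library, 8.15% of RARα-KO clonotypes (4.14% to 14.1%) and 8.40% of WT clonotypes used it. A few clonotypes counted many times, or split under several numbers, are argued against as the whole cause by the distinct CDR3 sequences of the beta chain, each counted once: 27.3% of 132 in RARα-KO used TRBV16 against 11.4% of 167 in WT, with intervals apart. Among clonotypes of 1 cell the intervals overlapped (23.1% and 15.1%). A response of RARα-KO CTLs to a tumor antigen through this V gene may explain the pattern, as may a repertoire particular to the mouse or mice sampled, and with 1 sample per genotype these stay open.

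The study effector list moved in opposite directions in the 2 kinds of T cells of RARα-KO against WT, which marked it. Its median log2 ratio was 1.59 in CTLs and -0.30 in CD4 T cells (-0.43 to -0.09), where 4 of 12 genes were higher. The study chose this list on these CTLs, so its rise there was given beforehand. A list chosen in this way can lose its direction in other cells, so the split is not independent evidence. The second effector list, which was not chosen on these cells, did not share this pattern. Its medians were 0.095 in CTLs and 0.14 in CD4 T cells (0.05 to 0.29, 12 of 16 genes higher). The difference between the kinds of cells was not tested, since there is 1 sample per genotype. The CD4 T cells of RARα-KO held fewer cells with Foxp3, and a change in their makeup was not separated from a change within cells. That a few expanded clonotypes caused the value in CTLs is argued against by equal weights for clonotypes, which gave 1.60. Hashtags given to wrong cells are argued against by the 0.170% of cells with another hashtag than most of their clonotype. A genotype effect that differs between CTLs and CD4 T cells stays open, and so does a difference between the sampled mice.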

How the results depend on the processing

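Equal weight for each clonotype, T cells by TCR alone, removal of cluster 1 and removal of the highest Scrublet scores were chosen after seeing the data. Among the values of the main results under alternatives, 370 stayed within the counting interval, 65 moved out of it and 3 with an interval that excluded 0 changed sign. Among those of single genes, 1034 stayed, 144 moved and 8 with an interval that excluded 0 changed sign. The counts of values that stayed include 79 of the main results and 186 of single genes that equal the value without the alternative, such as the Foxp3 shares under the gate with Cd8b1, and these show no stability. Values whose interval held 0 changed sign in 3 cases among the main results and in 9 among single genes. Those 3 were the cell cycle list in RARα-TG (0.72) and the second naive list in RARα-KO (0.014) after thinning, and the cell cycle list in RARα-KO with equal clonotype weights (0.025). No paired analysis was possible because each genotype is 1 sample. Removal of cells that Scrublet calls doublets could not be used, since it called 2 of 5600 barcodes. Except where stated, the cause of a change was not tested.

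The order of RARα-TG below WT and RARα-KO in the CTL share held under all 11 alternatives, where RARα-TG ranged from 28.2% to 38.8%, WT from 70.4% to 84.5% and RARα-KO from 81.2% to 88.6%. The Rara ratio of RARα-TG ranged from 1.32 to 1.56 and that of RARα-KO from -0.24 to -0.056 under 16 alternatives, of which the gate with Cd8b1, the filter of 0.02 UMIs and equal clonotype weights do not touch this ratio. The interval of RARα-KO excluded 0 without cluster 1 (-0.24) and with CPM without mitochondrial, ribosomal and receptor genes (-0.15). The study effector list ranged from 1.18 to 1.72 in RARα-KO and from -1.27 to -0.49 in RARα-TG, and the study lymphoid list from -1.18 to -0.47 and from 1.09 to 2.12.

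Thinning to 1000 UMIs lowers by construction the number of UMIs on which a gate rests. CTL shares became 84.5% in WT, 88.6% in RARα-KO and 36.4% in RARα-TG, and Foxp3 shares 26.8%, 16.8% and 28.2%. In RARα-KO the medians were 1.31 for the study effector list, -0.66 for the study lymphoid list, -0.43 for the trafficking list, 0.23 for the second effector list and 0.44 for the immediate early and dissociation list. In RARα-TG, Rara was at 1.32, the study lymphoid list at 1.49, the trafficking list at 0.12, the second effector list at -0.55, the second naive list at 0.12 and the cell cycle list at 0.72. Eomes changed to -0.097 and Tyrobp to -0.25 in RARα-TG, with intervals that include 0.

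With each clonotype weighted equally, the RARα-KO medians were -0.47 for the study lymphoid list, 0.0051 for the trafficking list, 0.24 for the second effector list, -0.46 for the second naive list and 0.88 for the immediate early and dissociation list. In RARα-TG they were 1.09 for the study lymphoid list, -0.32 for the second effector list and -0.20 for the second naive list. Itgae changed to 0.0051, Klf3 to -0.095 and Tmem176b to 2.06 in RARα-KO.

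With T cells defined by their TCR, the RARα-KO medians were 1.18 for the study effector list, -1.27 for the trafficking list and 0.38 for the immediate early and dissociation list. The RARα-TG medians were 0.057 for the second naive list and -0.39 for the immediate early and dissociation list. Cebpb changed to 0.028 and Tyrobp to 2.10 in RARα-KO, and Fos to -0.83 in RARα-TG.

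Without cluster 1, WT had a CTL share of 70.4%, 27.1% of TCR cells in clonotypes of 10 or more cells and 43.9% in clonotypes of 1 cell, since the cluster holds mainly WT CTLs. The RARα-KO medians were 0.33 for the exhaustion list, 0.24 for the second effector list, -0.28 for the second naive list and -0.53 for the cell cycle list. In RARα-TG, Rara was at 1.34, the study lymphoid list at 1.39, the second effector list at -0.49, the cell cycle list at -0.94 and the immediate early and dissociation list at 0.015.

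With Cd8b1 in the gate, the RARα-TG share was 38.8%, the study effector list 1.39 in RARα-KO and -0.49 in RARα-TG, and the cell cycle list -0.60 in RARα-TG. Subtraction of free RNA put the study effector list at 1.72 in RARα-KO. CPM without mitochondrial, ribosomal and receptor genes put the second effector list at 0.045 in RARα-KO. Without the highest Scrublet scores the cell cycle list was at -0.12 in RARα-KO. Of the hashtag doublets, 28.2% lay above the score used. The 29 values of main results and 72 of single genes that stayed under this alternative therefore say little about doublets.

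With clonotypes by the TRB CDR3, those of 10 or more cells held 43.8% in WT and 59.0% in RARα-KO, and those of 1 cell 15.1% in RARα-KO and 62.5% in RARα-TG. Drawing down to 657 cells, which shrinks clonotypes by construction, gave 30.1% and 38.7% in WT and 41.5% and 23.8% in RARα-KO for clonotypes of 10 or more and of 1 cell. Among CTLs only, the shares were 59.2% and 15.6% in WT, 67.4% and 9.91% in RARα-KO, and 0% and 88.3% in RARα-TG. Drawn down to 94 CTLs, they were 4.68% in WT and 13.5% in RARα-KO for 10 or more cells, 30.1% in RARα-KO for 1 cell, and 0% and 88.3% in RARα-TG, a depth at which clonotypes of 10 or more cells cannot separate the genotypes.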

Other observations

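The tests of the 5 genes in myeloid cells, of the chemokine genes in CD4 T cells and of chromosome 11 were set before their results were seen; those of clonotype weights, drawing down, depth, handling and RNA of T cells were chosen, or their reading written down, after the values had been computed.

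The median number of UMIs per cell here was 4823. That is higher than the value quoted from the study above, which covers another set of cells, and the cause was not found.

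Rpl29, Trim12a, Gm43305, Gm42031 and AA465934, picked by eye from the 10 genes with the largest ratios after their values in CTLs, and before those in myeloid cells, had been seen, lie on chromosomes 9, 7, 14, 8 and 11. If they reflected the state of CTLs, myeloid cells should not share the change, since the Cre of the RARα-KO mice is driven in T cells. In myeloid cells, 5 of the 5 genes differed from WT on the same side as in CTLs. Rpl29 stood at 151 CPM in RARα-KO and 1409 CPM in WT myeloid cells, and Gm42031 had 260 UMIs against 1. MC38 or stromal cells, which derive largely from 1 injected line, had Rpl29 at 1838 and 1940 CPM, and Trim12a had 54 UMIs in those of RARα-KO. In RARα-TG CTLs, Rpl29 (-0.05) and Trim12a (0.29) had intervals that include 0. Of all 10 genes picked by size, 6 went the same way in myeloid cells. Of the 5 not picked, Csf2 did (0 UMIs against 4), and Gm46620, Hspb1, Penk and Ccdc184 had 9 or fewer UMIs in both genotypes together, too few to decide. Myeloid cells of RARα-KO also held UMIs of T cell genes, at 4.60% (Gzmb) to 12.5% (Trbc2) of their level in CTLs over 10 genes. AA465934 reached 51.6% of its CTL level there (31.9% to 78.8%), which argues against RNA of T cells as its cause. Gm43305 reached 19.6% (12.1% to 29.9%), an interval that overlaps with that of Trbc2, so RNA of T cells stays open for it. Such RNA cannot lower Rpl29, and Gm42031 was higher in myeloid cells (261 CPM) than in CTLs (147 CPM). A few expanded clonotypes are argued against, since the smallest of the 5 log2 ratios was 3.38 in size with equal weights. A candidate explanation is a genetic background of the RARα-KO mice that differs from that of the WT mice at several places in the genome, or variants that change how reads are counted against the reference. The sequences needed to tell these apart were not analysed here. The study names both plain wild-type mice and mice with the Cre alone, from different suppliers, as WT controls, and which of them gave the WT tumor was not given in the sources used here. Such a background would be confounded with the genotype in each comparison of RARα-KO with WT.

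Rara and the genes Ccl3, Ccl4 and Ccl5 all lie on chromosome 11, so a segment carried along with the altered Rara could raise these chemokine genes. Then CD4 T cells of the same mice should have them higher as well. There, 0 of the 3 genes were higher: the log2 ratios were -1.23, -0.82 and -0.43, against 3.26, 3.25 and 1.51 in CTLs, which argues against a segment that raises them in all cells. In myeloid cells the 3 genes were higher (0.60, 1.09 and 1.58), where Ccl5 was at 9.34% of its CTL level and may come from RNA of T cells, while Ccl3 and Ccl4 had more CPM than in CTLs. AA465934, at 83291699 on the same chromosome, lies near Ccl5 (83525778 to 83530518). A segment that acts in CTLs and myeloid cells therefore stays open. Over 4500 genes with 30 or more UMIs in both kinds of cells, 31 differed 2-fold or more in the same direction in CTLs and myeloid cells of RARα-KO and 2 in opposite directions; in RARα-TG, 16 of 3034 went the same way and 12 opposite ways. Of the 31 genes, 9.68% were on chromosome 11 (3 genes, 2.04% to 25.8%) against 8.71% of all, too few to decide whether such a segment contributes. Gzmb and Ccl5 are among the 31 genes, at levels that RNA of T cells in myeloid cells may give. Rpl29, Gm42031 and Ccl4 are among them too, and for these the values above argue against such RNA. The remaining genes were not tested for it.

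The immediate early and dissociation list was higher in RARα-KO than in WT in CTLs (0.71), CD4 T cells (0.33) and myeloid cells (0.33). Handling of the whole RARα-KO tumor should raise it in all cells, and in MC38 or stromal cells it was at 0.044 (-0.023 to 0.077), with 12 genes higher and 10 lower, which does not decide. In MC38 or stromal cells of RARα-TG it was at 0.42 (0.28 to 0.46). Handling may therefore contribute, and Jun, Fos and Egr1 belong both to this list and to the study effector list.

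The lower clonal expansion in RARα-TG could come from fewer cells sampled, but WT drawn down to the RARα-TG number kept 30.1% of its cells in clonotypes of 10 or more, above the RARα-TG interval. The makeup of the T cells may also contribute, since RARα-TG had fewer CTLs and its CD4 T cells were not below those of WT (11.7% and 7.25%), and among 94 CTLs this measure could not separate the genotypes. The share in clonotypes of 1 cell was 88.3% in RARα-TG CTLs and 35.7% in WT CTLs drawn down to 94 (25.5% to 45.7%), a difference that the makeup by CTLs and CD4 T cells does not give. The lower CTL share in RARα-TG could come from shallower cells, but it stayed at 36.4% after thinning, below the WT interval. A genotype effect and a difference between the sampled mice both stay open for these patterns.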
